A study of Drosophila melanogaster with 9 samples. Its data were reported in "Oo-site: A dashboard to visualize gene expression during Drosophila oogenesis suggests meiotic entry is regulated post-transcriptionally" (2022).

How the data were processed

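Larp is the Drosophila La-related protein, an RNA-binding protein. Ovaries of flies carrying Larp fused to GFP and a FLAG epitope tag were dissected from females 1 to 3 days after eclosion. RNA immunoprecipitation recovers the transcripts held by a protein through an antibody against that protein or its tag. The 9 libraries fall into 3 groups of 3, which are fractions of the same kind of lysate. The anti-FLAG IP libraries hold RNA recovered with an antibody against the tag. The IgG control libraries hold RNA recovered with mouse IgG and give the background of the procedure. The input libraries hold RNA from 10% of the lysate that went into no immunoprecipitation. Per the labels, RNA was extracted with TRIzol and treated with DNase. It was then selected for poly(A) tails and made into strand-specific libraries with 13 min of fragmentation.

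For each library the authors deposited a list of whole-number read counts, 1 count per FlyBase gene identifier, without normalization. The labels of these libraries do not name the aligner, the counting program, its strand setting or the annotation release. Each list holds 17024 features, and the totals run from 11316201 to 17571309 counts. Gene symbols came from a table of identifiers, which matched 16647 of the features. The other 377 features held 5.13% to 12.5% of the counts per library and stayed in all totals and tests without being named. The identifier of 1 feature, the first in each list, has 6 digits where FlyBase gene identifiers have more, and it has no symbol. Gene positions and lengths were taken from the BDGP6.54 assembly and Ensembl release 115. Length is the total length of the union of a gene's annotated exons. Only gene names, positions and lengths were used from it, since the counts were assigned by the authors.

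Groups and replicate numbers came from the sample labels. The 3 groups each carry the numbers 1 to 3, which is where the pairing of libraries comes from. The numbers were checked by correlating each library's deviation from its group mean between groups, over 6845 genes with a mean of at least 50 counts. Mean correlations between same-numbered libraries were 0.309 for anti-FLAG IP and input, 0.254 for anti-FLAG IP and IgG control and 0.27 for IgG control and input. Between differently numbered libraries they were -0.149, -0.129 and -0.137. The negative values follow from the centring on means of 3 libraries and add no evidence. Same-numbered libraries deviated together, with positive values for each number, and each comparison is given without and with the replicate number as a block. Replicates within a group were compared by a chi-square statistic over genes with at least 10 counts in the pair. It was at least 31.9 per degree of freedom in every pair, so no library was counted as a copy of another.

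Each pair of groups was compared with edgeR 4.0.16 in R 4.3.3. The 6 libraries of the pair were fitted alone, with TMM normalization, filterByExpr and the robust quasi-likelihood F test, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p-value under 0.05 and a fold change of at least 2. The standard error of a log2 fold change was derived from the F statistic. Normalised read counts are CPM values (reads scaled to a common library total) after TMM scaling of all 9 libraries together. Gene families were defined by symbol before the data were examined. Each was tested with camera (limma 3.58.1) at an inter-gene correlation of 0.01, with adjustment over the 18 tests of families and comparisons. That correlation was fixed and not estimated from these libraries, so camera p-values are too small where genes of a family vary together more strongly. Random gene lists matched on mean expression and length served as a second reference for the ribosomal protein set. The share of counts in that set was compared between groups with an exact two-sided permutation test of the means in scipy 1.17.1, adjusted over the 3 pairs of groups. Binomial intervals on shares are 95% Wilson intervals, and the floor of a library is 3 counts. Reads copied by PCR are not independent molecules, and both cover counting error only.

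The genes named were chosen by a rule set before the data were examined. The rule takes larp first. It then takes the 5 genes with the largest log2 fold change against input among those enriched over both controls and higher in all 3 same-numbered pairs, and the 5 lowest called genes that were lower in all 3 pairs. RpS19b, RpS19a, ord, bam, Rbfox1 and Nap1 were named whatever their values, as were ribosomal protein genes with a sign opposite to that of their set. A gene that the rule selected is not reported here. Genes outside the rule are marked as chosen after their values were seen.

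The tests were tried on simulated data. Negative binomial counts were drawn from the means, dispersions and library sizes of the anti-FLAG IP and input libraries, with 200 genes changed, and a gene counted as recovered at an adjusted p-value under 0.05 with the right sign. Changes up and down were equal in number, without a shift in composition or an effect shared by same-numbered libraries. The simulation therefore did not test the scaling. At a 4-fold change, 78.5% of the changed genes were recovered among 7331 tested, with 8 false calls among 165. At a 2-fold change 29% were recovered among 7333 tested, with 6 false calls among 64. With no change simulated, 2 genes of 7331 were called. With the fold minimum added these values were 78.5% and 28%. The power for 2-fold changes is therefore low.

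Alternatives were fixed before the data were examined. They were RLE size factors, total counts without a composition factor, the Wald test of DESeq2 1.42.0, no filter on low counts, a mean of at least 50 counts, all 9 libraries in 1 fit, the replicate block, a gene-length offset with and without the block, other fold minimums, and leaving out each library in turn. The length offset was a loess curve of span 0.5 on log length for each library, and genes without a length were left out of it. A fit without the first feature was added after seeing the data.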

Results

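To find which transcripts are associated with Larp in the ovary, RNA recovered with anti-FLAG antibody was compared with the lysate it came from and with RNA recovered on control IgG. There were 3 libraries of each fraction. Input libraries held 12506825, 13000076 and 12468164 counts in replicates 1 to 3. IgG control libraries held 14105298, 17571309 and 11316201, and anti-FLAG IP libraries held 12767580, 11396367 and 13840805. At these depths the floor of 3 counts lies between 0.171 and 0.265 CPM, the count scaled to a common library total. Genes with at least 10 counts numbered 7765, 7854 and 7767 in input, 7009, 7447 and 7698 in IgG control and 7441, 7253 and 7662 in anti-FLAG IP. Few genes had between 1 and 9 counts, from 109 in IgG control replicate 1 to 814 in anti-FLAG IP replicate 3. Between 8548 and 9906 genes per library had none. Input libraries correlated with each other at Pearson's r of 0.934 to 0.972 across genes. IgG control libraries correlated at 0.826 to 0.892 and anti-FLAG IP libraries at 0.915 to 0.951. CPM values were taken on a log scale. Libraries did not always group by fraction. IgG control replicates 1 and 2 were closest to same-numbered input, at 0.856 and 0.933. IgG control replicate 3 and anti-FLAG IP replicate 3 were closest to each other, at 0.947. Input replicates 1 and 2 were closest to each other, at 0.972, as were anti-FLAG IP replicates 1 and 2, at 0.951. Genes are not independent replicates, so these values only describe how alike the libraries are.

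**Figure D1:**
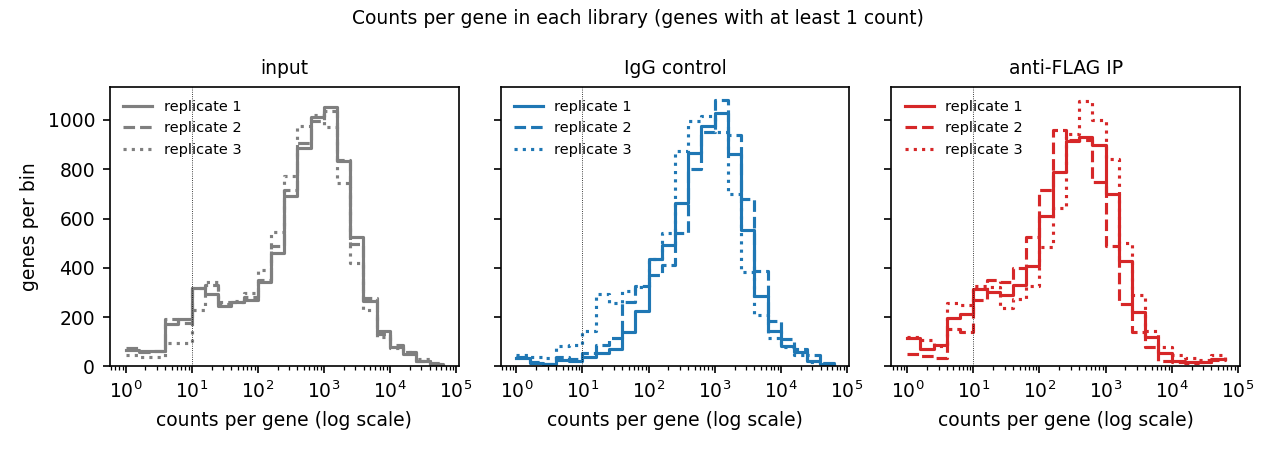
Number of genes per bin of read count in each library, with counts per gene on a log scale, 1 panel per fraction and 1 line per replicate. The dotted line marks 10 counts, below which the IgG control libraries hold between 109 and 284 genes with any count and the input libraries between 316 and 563.

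The transcript of the bait was examined first. The larp gene (FBgn0261618, chromosome 3R, 28318162 to 28336440, minus strand in BDGP6.54) had 1971, 2616 and 5333 counts in the input libraries. It had 2127, 3295 and 5983 counts in IgG control and 2483, 1936 and 8118 in anti-FLAG IP. Normalised read counts were 216 ± 131 in input, 238 ± 170 in IgG control and 444 ± 250 in anti-FLAG IP (SD, n = 3 each). The log2 fold change of anti-FLAG IP against input was 1.05 ± 0.56 (SE), which did not pass the threshold (edgeR adjusted p = 0.486). Replicate 3 was highest in every fraction. After TMM scaling the counts were above the same-numbered input and IgG control in 3 of 3 pairs. Scaled by library total alone, replicate 2 was lower in anti-FLAG IP, with 170 CPM against 201 in input and 188 in IgG control. With the replicate number as a block the log2 fold change was 1.08 and passed (edgeR adjusted p = 0.000388). Against IgG control it was 0.90 ± 0.61 (edgeR adjusted p = 0.882) without the block and 0.99 with it (edgeR adjusted p = 0.00453), under the 2-fold minimum in both fits. Total-count scaling lowered the log2 fold changes to 0.27 and 0.13.

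Next, anti-FLAG IP was compared with input to ask which transcripts were enriched over their abundance in the lysate. Of 7575 genes tested, 139 were higher and 19 lower in anti-FLAG IP, and 1093 had an unadjusted p-value under 0.05. The biological coefficient of variation was 0.395. With the replicate block, 166 genes were higher, 137 of them among the 139, and 75 were lower, including all 19. The mean correlation of deviations between same-numbered libraries was 0.309 for this pair. The number of lower genes depended on the scaling more than on any other setting. When libraries were scaled by total counts alone, the median log2 fold change of all genes shifted to -0.88. The calls then became 103 higher and 2210 lower, so that 4.5% of called genes were higher, against 88% in the TMM fit.

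The same comparison was made against IgG control, which measures transcripts recovered without the tag antibody. Of 7408 genes tested, 120 were higher and 1 lower in anti-FLAG IP, and 561 had an unadjusted p-value under 0.05. The biological coefficient of variation was larger, at 0.573. With the replicate block, 127 were higher, 119 of them among the 120, and 5 were lower, at a mean correlation of same-numbered libraries of 0.254. Total-count scaling shifted the median log2 fold change of all genes to -0.84 and gave 98 higher and 1384 lower genes. The share of called genes that were higher went from 99.2% to 6.6%.

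IgG control and input were compared to measure the background itself. Of 7594 genes tested, none passed the threshold in either direction, although 465 (6.1%) had an unadjusted p-value under 0.05. The smallest edgeR adjusted p-value was 0.102. With the replicate block, 6 genes were higher and 2 lower in IgG control, and the mean correlation of same-numbered libraries was 0.27. DESeq2 moved this result most, with 19 genes higher and 5 lower. The biological coefficient of variation of this pair was 0.574, against 0.395 for anti-FLAG IP and input.

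Genes enriched over both controls were then collected. There were 116, and 110 of them had a higher CPM in anti-FLAG IP than in the same-numbered input and IgG control in all 3 replicates. A further 23 genes were enriched over input only and 4 over IgG control only. The replicate block gave 118 genes, 114 of them shared with the 116, with the same-numbered correlations given above. Total-count scaling gave the fewest among the scalings and tests, 96, all shared, and DESeq2 gave the most, 130 with 115 shared. Of the 116 genes, 76 belonged to the cytoplasmic ribosomal protein set and 40 did not. Those 40 included 11 translation initiation factor genes, of which 9 encode subunits of eIF3, the multi-subunit factor that binds the small ribosomal subunit, and 2 translation elongation factor genes. Among the 40, 8 had no symbol.

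**Figure D2:**
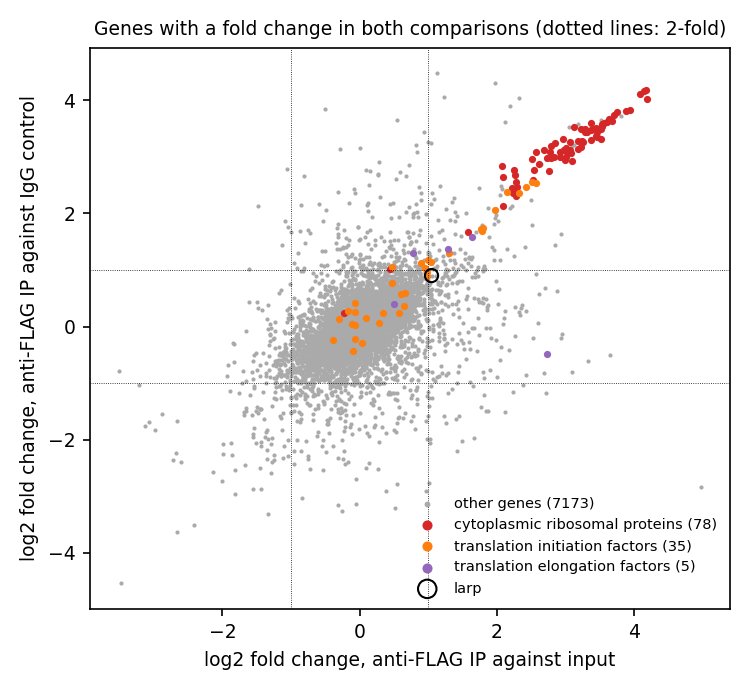
Log2 fold change of anti-FLAG IP against input (x axis) and against IgG control (y axis) for 7291 of the 7297 genes tested in both comparisons, 1 point per gene, with 6 genes left out because a compared group had at most 3 counts in each of its libraries. Most ribosomal protein genes lie in the upper right, away from most other genes, and larp is circled at 1.05 and 0.90. Exceptions include RpS15Ab, at -0.22 and 0.24, and RpL22, at 0.44 and 1.02.

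Ribosomal protein transcripts were examined as a set fixed by symbol, with 83 genes listed and 79 tested. Against input their median log2 fold change was 3.08 (quartiles 2.66 and 3.47), and 78 of 79 were above 0. After adjustment over all genes 76 were called higher, and after adjustment over the list alone 77. The camera p-value was 4.11e-255 without the replicate block and 4.66e-213 with it, where the median was 3.01 and same-numbered libraries correlated at 0.309. Within replicate numbers 1, 2 and 3 the median log2 ratio was 3.28, 3.72 and 2.02. The set thus moved between replicates as a whole, while camera was run at a fixed inter-gene correlation of 0.01. Its p-values can therefore be far too small, and they do not measure the spread between libraries. Total-count scaling moved the median most, to 2.11. Against IgG control the median was 3.17 without the block and 3.11 with it, and all 79 genes were above 0. Of these, 76 were called, or 78 after adjustment over the list, and the camera p-value was too small for the software to represent in both fits. The median log2 ratios were 3.36, 3.57 and 2.33 within replicate numbers. Among 10000 random lists of 79 genes matched on expression and length, the largest median against input was 0.54 and the percentile of the set was 100. Against IgG control the largest was 0.26 and the percentile again 100. These lists were drawn from pools of only 145 and 144 genes, so they overlap strongly and are not 10000 independent references. The pools were also longer, with median lengths of 1097 and 1116 bases against 927 in the set. In IgG control against input the set median was -0.09 (camera in limma, adjusted p = 0.00785) and 17 of 78 genes were above 0. The block left it at -0.09 (camera in limma, adjusted p = 0.000859). Within replicate numbers 1, 2 and 3 the median log2 ratio was -0.078, 0.102 and -0.315, so replicate 2 had the other sign.

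The share of all counts that fell in the 83 ribosomal protein genes was 40.4% ± 10.2 in anti-FLAG IP, 8.25% ± 0.90 in IgG control and 9.18% ± 1.22 in input (SD, n = 3 each). In replicates 1 to 3 it was 42.3%, 49.5% and 29.5% in anti-FLAG IP. It was 7.21%, 8.79% and 8.75% in IgG control and 8.30%, 8.66% and 10.6% in input. The 95% Wilson intervals reached at most 0.029 percentage points to either side. Anti-FLAG IP exceeded input by 31.3 percentage points on average, more than the spread between replicates (exact two-sided permutation p = 0.1, adjusted 0.15, and 0.1 is the smallest p that 3 libraries against 3 allow). It exceeded IgG control by 32.2 percentage points (exact two-sided permutation p = 0.1, adjusted 0.15). IgG control and input differed by -0.93 percentage points (exact two-sided permutation p = 0.6, adjusted 0.6). This lies within the SD of 1.22 in input and slightly beyond that of 0.90 in IgG control. With the replicate number as a block, the difference between anti-FLAG IP and input was positive in 3 of 3 pairs, with the smallest value of 18.9 percentage points in replicate 3 and the largest of 40.9 in replicate 2. Those between anti-FLAG IP and IgG control were 35.1, 40.8 and 20.7. Each set of 3 pairs gave an exact sign-flip p of 0.25, the smallest that 3 pairs allow. The design cannot pass 0.05 with or without pairing. Leaving the 10 most counted genes outside the set out of the total moved the first difference to 33.6 percentage points.

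**Figure D3:**
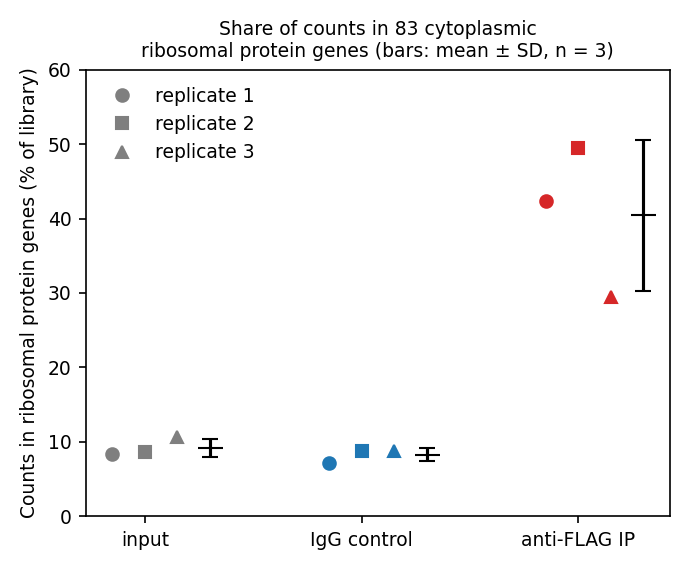
Percent of each library's counts that fell in the 83 cytoplasmic ribosomal protein genes, 1 symbol per replicate, with the mean and SD of each fraction beside them (n = 3). The anti-FLAG IP libraries sit between 29.5% and 49.5%, above the 6 control libraries, which lie between 7.21% and 10.6%.

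Other families of housekeeping transcripts were set against this result. Translation elongation factor genes, of which 5 were tested, had a median log2 fold change of 1.30 against input (camera in limma, adjusted p = 4.47e-06) and 1.30 against IgG control (adjusted p = 3.92e-06). With the replicate block the medians were 1.28 and 1.30. Under total-count scaling they were 0.41 and 0.47. Translation initiation factor genes had a median of 0.66 against input over 36 genes (camera in limma, adjusted p = 2.66e-19) and 0.77 against IgG control over 35 genes (adjusted p = 7.44e-23), with 11 and 12 genes called higher, or 12 and 15 after adjustment over the list. The block gave 0.63 and 0.78. Total-count scaling turned these medians to -0.19 and -0.12, which are above the shift of all genes under that scaling. Mitochondrial ribosomal protein genes had medians of -0.04 (adjusted p = 0.972) and 0.03 (adjusted p = 0.927) over 70 genes, with 1 gene called higher than input and none against IgG control. Complex I genes had medians of 0.06 (adjusted p = 0.927) and 0.02 (adjusted p = 0.927) over 32 genes. With the block the camera adjusted p-values of both families lay between 0.871 and 0.876. Proteasome genes were lower, with medians of -0.26 (camera in limma, adjusted p = 0.00334) and -0.15 (adjusted p = 0.0173), and no gene of the family was called. With the block their medians were -0.28 (camera in limma, adjusted p = 0.00328) and -0.18 (adjusted p = 0.0121). Replicate 3 differed in sign for proteasome genes against IgG control, with a median log2 ratio of 0.06.

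**Figure D4:**
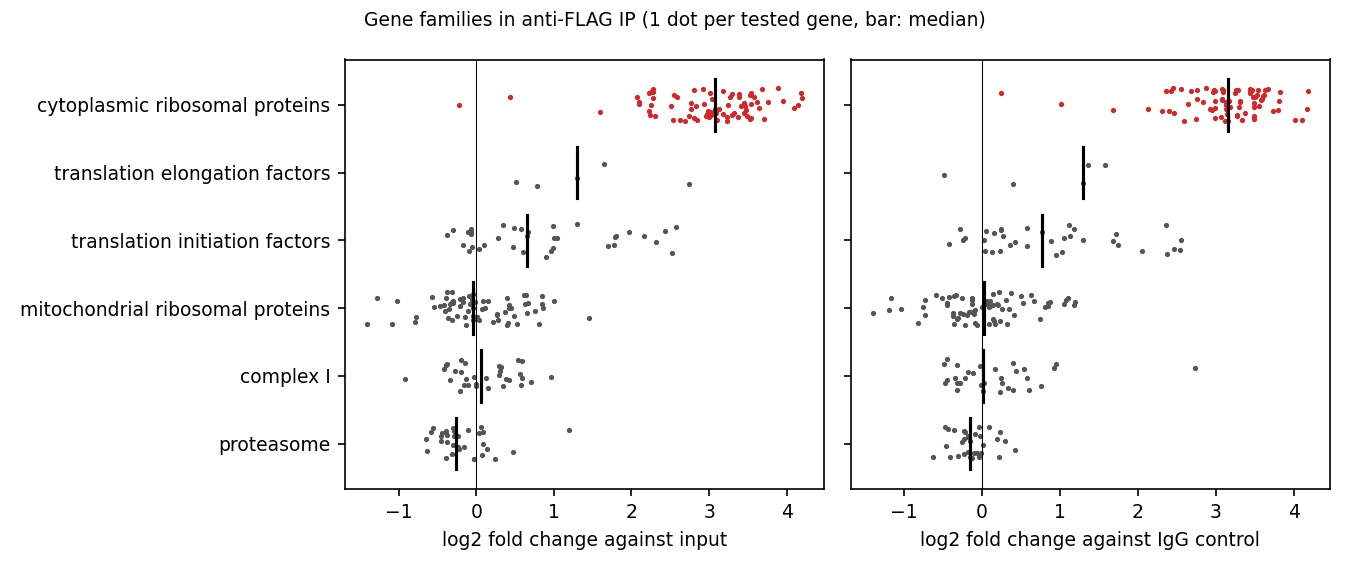
Log2 fold change of anti-FLAG IP against input (left) and against IgG control (right) for the tested genes of 6 families, 1 dot per gene, with a bar at the median. RpS19b is left out because it had no counts in the controls, and the medians of the cytoplasmic ribosomal protein genes, 3.08 and 3.17, lie above those of the other families under TMM and total-count scaling.

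Of the genes most enriched over input among those enriched over both controls, 4 are given here, all from the ribosomal protein set. RpS21 (FBgn0015521, chromosome 2L, 2856070 to 2857029) had 373 ± 17.9 normalised counts in input and 6681 ± 4928 in anti-FLAG IP (SD, n = 3 each), with a log2 fold change of 4.19 ± 0.56 (SE, edgeR adjusted p = 0.000609). RpL29 (FBgn0016726, chromosome 2R, 21293768 to 21294404) had 396 ± 85.2 and 6930 ± 4413, with a log2 fold change of 4.15 ± 0.49 (edgeR adjusted p = 0.000265). RpL37-1 (FBgn0030616, chromosome X, 15137870 to 15139367) had 1107 ± 102 and 18588 ± 12433, with a log2 fold change of 4.09 ± 0.54 (edgeR adjusted p = 0.000298). RpS15Aa (FBgn0010198, chromosome X, 13335637 to 13337705) had 909 ± 201 and 13830 ± 6902, with a log2 fold change of 3.95 ± 0.47 (edgeR adjusted p = 0.000265). Against IgG control their log2 fold changes were 4.19, 4.17, 4.11 and 3.82 in the same order. With the replicate block, against input, they were 3.85, 3.96, 3.85 and 3.84. All 4 were above the same-numbered input and IgG control in 3 of 3 pairs. RpL29 overlaps a gene on the other strand, and the strand setting of the counts is not stated.

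Of the 79 ribosomal protein genes tested against input, 3 were not called. RpS15Ab (FBgn0033555, chromosome 2R, 10821676 to 10822399) was the only member below 0, with a log2 fold change of -0.22 ± 0.41 (edgeR adjusted p = 0.876) and -0.31 under the replicate block. Under total-count scaling it was called lower, at -1.16 (edgeR adjusted p = 0.0424). It is a paralog of RpS15Aa, so its counts are uncertain where reads match both. RpL22, named after its values were seen (FBgn0015288, chromosome X, 762560 to 765130), had a log2 fold change of 0.44 ± 0.26 (edgeR adjusted p = 0.492) against input, and 0.42 with the block. Its sign turned to -0.41 under total-count scaling. RpL22 overlaps 3 annotated RNA genes on its own strand, which could affect its counts. RpS19b (FBgn0039129, chromosome 3R, 23932729 to 23933530) had 0 counts in all input and IgG control libraries and 14, 39 and 27 counts in anti-FLAG IP, or 2.16 ± 1.18 CPM (SD, n = 3). This mean was 9.1 times the mean floor of 3 counts in input. The value is a ratio of means, and replicate 1, with 14 counts, lay closer to the floor. RpS19b did not pass the threshold (edgeR adjusted p = 0.0784), nor with the block (edgeR adjusted p = 0.0719). It passed with DESeq2 (DESeq2 adjusted p = 0.000127), without a filter on low counts (edgeR adjusted p = 0.0332) and under total-count scaling (edgeR adjusted p = 0.0213). Its paralog RpS19a (FBgn0010412, chromosome X, 16637894 to 16639249) went from 1016 ± 73.8 normalised counts in input to 7652 ± 3867 in anti-FLAG IP, a log2 fold change of 2.93 ± 0.41 (edgeR adjusted p = 0.000451), and 2.80 with the block. Counts of these paralogs are uncertain where reads match both.

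In the TMM fit the 5 lowest called genes fell less far than the median ribosomal protein gene rose. That comparison depends on the scaling, since total counts shifted the median of all genes to -0.88. alpha-Man-IIb (FBgn0026616, chromosome 3R, 15804248 to 15824118) had 34.1 ± 7.55 normalised counts in input and 8.85 ± 2.73 in anti-FLAG IP (SD, n = 3 each), a log2 fold change of -1.92 ± 0.35 (SE, edgeR adjusted p = 0.0052). CG31650 (FBgn0031673, chromosome 2L, 5040648 to 5044712) had a log2 fold change of -1.55 ± 0.32 (edgeR adjusted p = 0.0139). Sf3b3 (FBgn0035162, chromosome 3L, 826720 to 833385) had -1.42 ± 0.34 (edgeR adjusted p = 0.0444), and CG6276 (FBgn0038316, chromosome 3R, 15318203 to 15320069) had -1.41 ± 0.33 (edgeR adjusted p = 0.0328). Etl1 (FBgn0032157, chromosome 2L, 9908830 to 9912608) had -1.36 ± 0.24 (edgeR adjusted p = 0.00356). All 5 were lower in 3 of 3 pairs and passed with the replicate block, where the edgeR adjusted p-values ran from 0.000168 to 0.0121. None passed against IgG control, where log2 fold changes were -0.68, -1.08, 0.29, -0.47 and -0.65. In IgG control against input, where no gene was called, the values in the same order were -1.26, -0.47, -1.73, -0.95 and -0.72. Part of the fall may therefore be shared with the control precipitation. Etl1 overlaps no other annotated gene of the files, while the other 4 do.

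A few genes fixed in advance were read out whatever their values. The differentiation gene bam (FBgn0000158, chromosome 3R, 25243039 to 25245109) had 39.3 ± 3.58 normalised counts in input and 13.0 ± 7.41 in anti-FLAG IP (SD, n = 3 each). Its log2 fold change was -1.57 ± 0.40 (SE) and did not pass the threshold (edgeR adjusted p = 0.0636), but passed with the replicate block at -1.73 (edgeR adjusted p = 0.00403). Against IgG control it was -0.80 (edgeR adjusted p = 0.888), and IgG control against input gave -0.78 (edgeR adjusted p = 0.86). Rbfox1 (FBgn0052062, chromosome 3L, 10481412 to 10594012) changed by -0.21 ± 0.27 against input (edgeR adjusted p = 0.812), and by -0.24 with the block. Under total-count scaling Rbfox1 was called lower, at -1.06 (edgeR adjusted p = 0.0214). Nap1 (FBgn0015268, chromosome 2R, 23905175 to 23907294) had 892 ± 182 normalised counts in input and 1613 ± 151 in anti-FLAG IP, a log2 fold change of 0.87 ± 0.24 (edgeR adjusted p = 0.0855), and 0.89 with the block (edgeR adjusted p = 0.0517). Total-count scaling gave -0.01 for Nap1. Other annotated genes overlap bam, Rbfox1 and Nap1. The meiotic gene ord (FBgn0003009, chromosome 2R, 23271257 to 23275536) had 13, 0 and 4 counts in input, 0 in each IgG control library and 1, 27 and 0 in anti-FLAG IP. It had too few counts to be tested.

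Genes outside the ribosomal protein set were also enriched, and 3 are given here that were chosen after their values were seen. Rack1 (FBgn0020618, chromosome 2L, 7825347 to 7827315) had 1611 ± 484 normalised counts in input and 12037 ± 4425 in anti-FLAG IP (SD, n = 3 each), a log2 fold change of 2.92 ± 0.41 (SE, edgeR adjusted p = 0.000469). Tctp (FBgn0037874, chromosome 3R, 11210247 to 11211898) had 1477 ± 121 and 8260 ± 1914, and was likewise called higher (edgeR adjusted p = 0.000333). The initiation factor gene eIF4A (FBgn0001942, chromosome 2L, 5981764 to 5985909) had 1668 ± 306 and 8909 ± 1875, with a log2 fold change of 2.44 ± 0.34 (edgeR adjusted p = 0.00048). With the replicate block the log2 fold changes were 2.90, 2.48 and 2.43 and each passed the threshold. Against IgG control they were 3.03, 2.24 and 2.46. Rack1 overlaps a gene on the other strand.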

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

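The genes enriched over both controls numbered 116, and 96 to 130 under the 9 other normalizations, tests, filters, blocks and offsets named in the methods. A 4-fold minimum gave 92 and no minimum 120. Across the 9 fits that each left out 1 library they numbered 109 to 147. Genes higher in anti-FLAG IP than input, 139, ranged from 118 to 213 in the fits leaving out 1 library, and those higher than IgG control, 120, from 114 to 164. The top of each range came without anti-FLAG IP replicate 3. The ribosomal protein median kept its sign and its side of the camera threshold under every alternative run. Leaving out 1 library gave 2.74 to 3.37 against input and 2.88 to 3.44 against IgG control. Of the shares, the excess over input ranged from 26.7 to 36.7 percentage points and that over IgG control from 27.6 to 37.7 when 1 library was left out. The difference between IgG control and input ranged from -1.37 to -0.23, so its size depended on single libraries. Restricting the set to members with at least 50 counts could hardly move a share and shows no stability. The fit without the first feature, chosen after seeing the data, gave 116 genes over both controls, all shared.

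Counts of lower genes depended on the processing, and the cause was not tested except for scaling, where the shift of all genes gives it. Genes lower in anti-FLAG IP than input numbered 19. Total counts gave 2210, DESeq2 55, no filter 56, the replicate block 75, the replicate block with a gene-length offset 87, a 4-fold minimum 0 and no fold minimum 29. Leaving out 1 library gave 7 to 145. Genes lower than IgG control numbered 1. RLE size factors gave 2, total counts 1384, DESeq2 23, no filter 15, all 9 libraries in 1 fit 2, the block 5, the length offset 0, the block with the offset 4, and leaving out 1 library 0 to 20. At an unadjusted p-value under 0.05 there were 561 genes in either direction. Genes higher in IgG control than input numbered 0, with 465 at an unadjusted p-value under 0.05 in either direction. DESeq2 gave 19, no filter 1, all 9 libraries in 1 fit 1, the block 6, the block with the offset 8, and leaving out 1 library 0 to 1. Genes lower in IgG control than input numbered 0, and DESeq2 gave 5, the block 2 and the block with the offset 3.

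The log2 fold change of larp against input passed the threshold with the replicate block only, at 1.08. Its adjusted p-value there was 0.000388, and with the block and the length offset the value was 0.87, under the 2-fold minimum. Total counts gave 0.27 against input and 0.13 against IgG control. Leaving out 1 library gave 0.47 to 1.67 and 0.34 to 1.66. Over the 16 alternatives the adjusted p-value of larp against input ran from 0.000388 to 0.785. That of bam against input ran from 0.00123 to 0.203 over as many.

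Total counts reversed the medians of initiation factor genes, to -0.19 against input and -0.12 against IgG control, of complex I genes, to -0.82 and -0.80, and of mitochondrial ribosomal protein genes against IgG control, to -0.79. The shift of all genes by -0.88 and -0.84 accounts for these signs. With the length offset, against IgG control, complex I genes rose to 0.24 (camera in limma, adjusted p = 0.0425), while proteasome genes moved to -0.016 (adjusted p = 0.432). Mitochondrial ribosomal protein genes rose to 0.18, which passed before adjustment over the 18 tests (camera in limma, unadjusted p = 0.0483) but not after it (adjusted p = 0.0669). With the block and the offset complex I genes gave 0.25 (camera in limma, adjusted p = 0.0461), mitochondrial ribosomal protein genes 0.28 (adjusted p = 0.0831) and proteasome genes -0.02 (adjusted p = 0.377). The same offset moved IgG control against input to -0.18 for complex I genes (camera in limma, adjusted p = 0.00858), -0.17 for mitochondrial ribosomal protein genes (adjusted p = 0.00495) and -0.13 for proteasome genes (adjusted p = 0.00495). It left anti-FLAG IP against input at 0.08, -0.05 and -0.24, so the changes against IgG control lie with the IgG control libraries. Why they have another relation to length was not tested. Leaving out 1 library gave -0.077 to 0.262 for complex I genes against input and -0.07 to 0.24 against IgG control. It gave -0.26 to 0.11 and -0.20 to 0.17 for mitochondrial ribosomal protein genes, and -0.37 to -0.22 and -0.212 to -0.027 for proteasome genes. Without anti-FLAG IP replicate 1, proteasome genes no longer passed against input (camera in limma, unadjusted p = 0.0661) or against IgG control (unadjusted p = 0.248), while complex I genes passed against input at 0.26 (camera in limma, unadjusted p = 0.0259). For the ribosomal protein set in IgG control against input it gave -0.174 to 0.051, so the sign of that difference depended on single libraries. It no longer passed without IgG control replicate 1 (camera in limma, unadjusted p = 0.461), without input replicate 3 (unadjusted p = 0.0866) or with all 9 libraries in 1 fit (camera in limma, adjusted p = 0.0937). With the length offset it grew to -0.27 (camera in limma, adjusted p = 1.52e-17), and to -0.26 with the block and the offset (adjusted p = 1.18e-27).

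Among the single genes named, 10 values reversed, each below the threshold. Total counts turned Nap1 to -0.008 and RpL22 to -0.41 against input, and Sf3b3 to -0.49 and RpS15Ab to -0.64 against IgG control. The fits leaving out 1 library gave -0.593 to 0.035 for RpS15Ab against input. Against IgG control they gave -0.387 to 0.037 for Rbfox1, -0.063 to 1.271 for Sf3b3 and -0.178 to 0.869 for RpS15Ab. A further 34 values changed their side of the threshold, 14 weaker and 20 stronger. The weaker ones count RpL34a under total counts, a gene chosen after its values were seen and not described above. The 34 values also include Sf3b3 and CG6276, which lost their call against input in 4 fits each that left out 1 library. Both also lost it with all 9 libraries in 1 fit. Sf3b3 lost it with the length offset as well, and CG31650 without input replicate 2. Those that gained a call include RpS19b against input with DESeq2, without a filter and with total counts, and against IgG control with DESeq2. They also include bam against input in 7 fits and RpL22 against IgG control in 4. With total counts RpS15Ab and Rbfox1 were called lower than input. With 3 libraries per group, the simulation recovered 29% of 2-fold changes, which limits the lists of genes that changed little.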

Other observations

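Tests on the count distribution, the heat-shock genes, replicate 3, the first feature and eIF3 were chosen only after those results were seen. The others were fixed before the data were examined.

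The enrichment of ribosomal protein genes was set against technical explanations. These transcripts are short, and length could shift recovery. With a gene-length offset the set median against input was 3.14, against 3.08 without it, and an offset that moves so little cannot tell whether length matters. Against IgG control the offset moved complex I genes from 0.02 to 0.24, and the set median rose from 3.17 to 3.43. A length trend was thus present in this comparison, and removing it raised the set median. That argues against a length trend shared by all genes as the source of the enrichment over IgG control. The largest median of 10000 lists matched on expression and length was 0.541 against input, although these overlapping lists came from 145 genes with a longer median length. Over all other tested genes the Spearman correlation across genes of log2 fold change and length was 0.091 against input and 0.172 against IgG control, so recovery did not rise for short transcripts in general. Within the set it was -0.149 and -0.225, the direction that length would give, so length may have a part in the differences between members. Binding to IgG would raise the set in IgG control against input, where its median was -0.085. Scaling by total counts left the median at 2.11. The matched lists, the correlation over other genes, the IgG control and the total-count fit each went against the explanation they tested for the set as a whole. GC content and the sequences at transcript starts were not examined here, and neither was RNA that binds the tag antibody or the tag itself without Larp, since no untagged ovaries are among these libraries. Association of these transcripts with Larp may therefore be offered as a hypothesis, which these libraries alone cannot tell apart from antibody or tag background.

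Other groupings of the libraries were fitted in the same way. For anti-FLAG IP and input, 1 of the 10 splits of the 6 libraries gave as many called genes, the real one. Among the 4 splits that part all same-numbered pairs it was 1 as well, the next gave 0, and the 6 splits that keep a pair together gave at most 1. For anti-FLAG IP and IgG control it was again 1 of 10 and 1 of 4, with 0 for the next and at most 1 for the rest. With so few splits the share cannot fall under 0.05. For IgG control and input, where no gene was called, all 4 of the 4 splits gave as many. For genes enriched over both controls, 100 of the 108 possible relabellings within replicate numbers were drawn, the real one included, and 4 gave as many genes, a share of 0.04. These 4 are the labellings that kept the 3 anti-FLAG IP libraries together and exchanged only input and IgG control. The largest number among the others was 0. The share is sensitive to the draw, as the first 60 relabellings held 3 of the 4, a share of 0.05.

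Counts between 1 and 9 were rare in these lists, most of all in IgG control. A minimum set on the counts would leave no gene at 1 or 2, but the library with the fewest such genes had 49. Among genes with 20 to 39 counts in a library, the median percent with 0 counts in another replicate of the same group was 30.6 over the 18 ordered pairs of libraries, and it ranged from 12.7 to 69.8. Sampling of independent reads would leave practically none. This is consistent with few RNA molecules amplified to many reads, though differences between lysates were not separated from it and no biological explanation was tested. A count of 20 or more may then stand for few molecules, which bears on RpS19b, ord and similar genes.

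Some genes differed in replicate 3 in all fractions. Of 6147 genes with a mean of at least 10 CPM, 43 were at least 2-fold higher in replicate 3 than the mean of the other replicates in all 3 fractions, against 9 for replicate 1 and 7 for replicate 2. Genes at least 2-fold lower in all 3 fractions numbered 7, 21 and 22 in replicates 1 to 3, so on that side replicate 2 stood apart as much as replicate 3. Heat-shock genes stood out among the higher ones of replicate 3. Hsp68 had 511, 46 and 5468 counts in input and 327, 28 and 3240 in anti-FLAG IP, and GstD1 had 303, 316 and 9889 in input, 533, 588 and 8478 in IgG control and 138, 139 and 5687 in anti-FLAG IP. In the other direction, Dscam4 had 709, 739 and 0 in input, 835, 767 and 0 in IgG control and 555, 564 and 3 in anti-FLAG IP. In the same order zyd had 1575, 1487 and 55, then 1657, 1535 and 0, then 654, 480 and 2. Of 11 small and 70-kilodalton heat-shock genes (Hsp23, Hsp26, Hsp27, Hsp67Ba, Hsp67Bc, Hsp68 and the Hsp70 copies, whose reads cannot be told apart with certainty), 8 were at least 2-fold higher in replicate 3 in all 3 fractions. The list includes 5 genes that prompted the test, and of the other 6 it held for 3. Differences this large that recur in all 3 fractions are consistent with a lysate that differed before it was divided, which is the likely explanation for GstD1, Dscam4 and zyd. These genes were picked for their differences, and the list of heat-shock genes contains those first noticed, so the test on that list alone cannot settle it. The labels give no batch, and no biological explanation was tested.

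Ribosomal protein genes were less enriched in anti-FLAG IP replicate 3, where 29.5% of counts fell in them. This did not hold for the other enriched families, whose median log2 ratios were highest in replicate 3. In replicates 1 to 3 initiation factor genes had 0.45, 0.65 and 0.84 against input and 0.62, 0.59 and 1.09 against IgG control. Elongation factor genes had 0.96, 1.38 and 1.45 against input and 0.94, 1.42 and 1.66 against IgG control. Under uniform dilution with unbound RNA, the same share of the excess enrichment should have been left for all enriched genes. The median share left, relative to replicates 1 and 2, was 28.7% for 76 ribosomal protein genes and 61.9% for 40 other enriched genes (permutation p = 0.0001, the smallest that 10000 permutations give, across genes that are not independent replicates). Replicate 2 relative to replicate 1 gave 135.9% and 113.7%. These genes were called with replicate 3 included, which favours genes that kept their enrichment there. Among the 147 genes called without anti-FLAG IP replicate 3, the shares left were 28.7% for 76 ribosomal protein genes and 28.3% for 71 others (permutation p = 0.86, across genes), and that choice favours genes high in replicates 1 and 2. The outcome thus depended on the choice of genes, and the test cannot tell whether dilution took place. Unbound RNA remains a possible explanation. Transcripts of the mitochondrial genome took 0.700%, 0.806% and 2.62% of counts in anti-FLAG IP replicates 1 to 3, against 3.43%, 4.73% and 5.09% in the same-numbered input libraries. Whether the ribosomal protein transcripts of that lysate were bound less, for example after heat shock, could not be tested with 1 such library.

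The first feature of the lists, whose identifier is 6 digits long, took 7.89%, 2.40% and 0.549% of counts in IgG control, 0.314%, 0.323% and 0.160% in anti-FLAG IP and 0.0382%, 0.0069% and 0.0065% in input. The order IgG control, anti-FLAG IP, input held in 3 of 3 replicate numbers. A share that rises as less RNA is recovered, as carried-over material would give, is a possible explanation, but the recovered amounts are not given and the order was what prompted the test. The feature's identity is not known here.

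Among initiation factor genes, the 13 tested that encode eIF3 subunits had a median log2 fold change against input of 1.79, against 0.35 for the other 23 (permutation p = 0.0003, across genes). Against IgG control the medians were 1.72 and 0.26, and under total-count scaling 0.89 and -0.54, where the second changes sign. Of the eIF3 genes 9 were enriched over both controls, and of the others 2. With a gene-length offset the difference was 1.44, against 1.45 without it, and an offset that moves so little cannot tell whether length matters. The eIF3 genes were shorter, with a median of 1520 bases against 2174. Among the family's genes up to its median length the difference was 1.49, between 9 and 9 genes, and among the longer ones 0.77, between 4 and 14 (permutation p = 0.002, labels exchanged within these length groups, across genes). Length alone is therefore unlikely, although genes of a length group still differ in length. A shared feature of eIF3 transcripts that Larp recognises may be a hypothesis for a test on sequence, which was not made here.

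Transcripts of the mitochondrial genome took 1.37% ± 1.08 of counts in anti-FLAG IP, 4.61% ± 0.70 in IgG control and 4.42% ± 0.87 in input (SD, n = 3 each).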
